A study of Danio rerio with 4 samples. Its data were reported in "Depletion of tet2 results in age-dependent changes in DNA methylation and gene expression in a zebrafish model of myelodysplastic syndrome" (2023).

How the data were processed

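The data are RNA sequencing counts from FACS-sorted kidney marrow progenitor cells of adult zebrafish, with 2 tet2 mutant and 2 wild-type libraries. Groups and replicate numbers were taken from the sample labels. RNA was extracted from the sorted cells, polyadenylated RNA was selected, and libraries were sequenced as single-end reads. The authors checked the reads with FastQC 0.10.1, aligned them with STAR 2.3.0 and obtained a count of reads per gene with bedtools 2.16.1 and the Ensembl annotation of the Zv9 genome. The deposited values are raw counts, whole numbers with a different total in each library and no normalization. The handling of multi-mapping reads, strand and overlapping genes is not given in the sources used here. Genes with near-identical copies or overlapping neighbours are therefore uncertain, since their reads can be lost, shared or counted more than once. The DNA methylation data of the study were not analysed here.

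The table holds 32434 genes and 4 libraries, and 0 of its columns had no sample. Gene symbols were those given in the table, and current symbols were added for 20769 gene identifiers that matched a reference list of gene names. No genome of the build used was at hand, so no coordinates are given. Total counts ranged from 8838603 to 10710913. A count of 0 allows up to 3 counts, which corresponds to 0.271 to 0.396 CPM per library, and 95% intervals of ratios with few counts were exact binomial (Clopper-Pearson); both cover counting error only. All 6 pairs of libraries differed by more than counting error, with chi-square values per degree of freedom of 19.6 to 74.9, so no library was a copy of another.

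The design was fixed before the data were examined: the test, the thresholds, the filter, the gene lists, the rule for the genes to be named and most of the alternatives. Genes with more than 5 reads summed over the 4 libraries were kept, which left 17242. Counts were scaled by the trimmed mean of M values (TMM) and tested with edgeR's quasi-likelihood F-test, two-sided, with the replicate number as a block beside the genotype. P-values were adjusted by the Benjamini-Hochberg method over all tested genes. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 1. The filter, both thresholds and the block follow the methods of the study, which used DESeq2. Standard errors of log2 fold changes were computed as the absolute log2 fold change over the square root of the F statistic. CPM values were scaled by the TMM factors, which were 1.07 and 0.858 for wild-type replicates 1 and 2 and 1.06 and 1.03 for mutant replicates 1 and 2. The software was R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.

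The design asked for edgeR's default settings, and the default of the installed version is the older form of the quasi-likelihood fit. This was established only after the counts of both forms had been seen, 639 genes with the default and 197 with the newer, bias-adjusted form, which was then added as an alternative. With the block, 1 residual degree of freedom per gene is left, and the number of calls differed widely between fits, for a reason that was not tested. Genes called by 3 fits (edgeR with the block, DESeq2 with the block and edgeR without the block) were therefore set apart. This set was defined after the data were seen.

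Gene lists were tested with camera in limma, with a preset correlation between genes of 0.01, for lists with at least 5 tested members. Adjusted p-values were computed over 26 lists of pathways, quality and cell types. The 7 lists of genes that the study had picked from these samples were adjusted separately. Among the 26 lists, those of interferon, heme, mitosis, mTORC1 and IL2 and STAT5 genes cover themes the study reported from these samples. Their results are therefore not independent of the study. The pathway and quality lists were interferon response, heme biosynthesis and red cell genes, globins, DNA replication, mitosis and G2/M, mTORC1-linked metabolism, cholesterol biosynthesis, IL2 and STAT5 signalling, DNA methylation, polycomb complexes, p53 targets, unfolded protein response, proteasome, dissociation and immediate early genes, ribosomal proteins and mitochondrial respiratory chain. Cell type lists covered stem and progenitor cells, neutrophils, macrophages, B cells, T and NK cells, thrombocytes, eosinophils and mast cells, kidney tubule, endothelium and stroma, and skeletal muscle. With a preset correlation 11 of the 26 lists passed. With an estimated correlation 0 of 26 passed, 0 had an unadjusted p under 0.05, fry called 0 with 3 at an unadjusted p under 0.05, and rank-based camera called 12. The camera test with an estimated correlation rests on the 1 residual degree of freedom. Its unadjusted p was 0.0755 even for the mitosis list, where 0 of 88 members were positive. Hardly any list could pass it, so not passing is little evidence against a list. Among the 11 lists that passed with the preset value, the estimated correlation ran from -0.00514 (mitochondrial respiratory chain) to 0.333 (globins). It was 0.306 for interferon response, and only the mitochondrial value lay below the preset 0.01. If genes of a list are correlated above the preset value, the preset-correlation p-values are too small. Of the 7 study lists, camera called 7 with the preset correlation, 0 with an estimated correlation (0 at an unadjusted p under 0.05), fry 0 (3 at an unadjusted p under 0.05) and rank-based camera 6.

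The genes named were tet2, all copies of ifi44, genes named in the text of the study, the 12 largest rises and 12 largest falls, and up to 3 called members of each list. A rise or fall qualified if the gene was called, had a mean of at least 5 CPM and a symbol other than a clone name, and had mutant libraries that did not overlap the wild-type libraries. In a list with no called member, the member with the smallest p is given as a value. The alternatives covered normalization (DESeq2 size factors and upper quartile), the low-count filter (filterByExpr or none), the test (DESeq2 with and without the block, limma-voom, robust fitting), the block, both thresholds, the tests of lists and leaving out each library. Added after the data were seen were the bias-adjusted fit, scaling without globin genes and matching lists by current symbols.

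The fits were tested on simulated counts for the comparison of mutant with wild type, drawn from the means and library sizes of the real samples in 5 runs, each on 16696 to 16752 genes with 200 genes changed. EdgeR with the block recovered 27.0% of genes changed 2-fold and 80.2% of those changed 4-fold, and 26.1% of its calls were false. EdgeR without the block recovered 11.6% and 69.8%, with 7.92% false calls. DESeq2 with the block recovered 12.2% and 65.6%, with 6.94% false calls, and the bias-adjusted fit recovered 1.80% and 50.0%, with 1.15% false calls. The simulation held no difference between replicate numbers, took the spread from a fit without the block and changed 200 genes. These shares need not hold for the real samples. A 2-fold change sits at the fold threshold, which limits its recovery.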

Results

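Polyadenylated RNA was sequenced from progenitor cells sorted from the kidney marrow of adult zebrafish, the site of blood formation in fish. There were 2 libraries from tet2 mutant fish and 2 from wild-type fish. Tet2 is an enzyme that oxidizes methylated cytosine in DNA, and the mutant line carries a small deletion that disrupts its catalytic activity. The sample titles give an age of 4 months and the sample descriptions give 15 months, and the labels do not resolve this difference. The study describes this comparison at the age in the sample titles. The total read count was 9200225 and 8838603 in wild-type replicates 1 and 2, and 9252853 and 10710913 in mutant replicates 1 and 2. Between 18359 and 18739 genes had at least 1 read in a library. A count of 0 in a single library allows a level of up to 0.271 to 0.396 CPM (read count scaled to a common library size), a limit that covers counting error only. The labels do not say whether the replicates came from separate animals. The study speaks of replicated pools in its methylation part and took the RNA from an aliquot of the sorted cells.

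The normalised read count of tet2 itself was 29.1 ± 6.66 CPM in wild-type and 24.6 ± 1.22 CPM in mutant libraries (SD, n = 2 each). The raw counts were 332 and 185 in wild-type replicates 1 and 2 and 232 and 282 in mutant replicates 1 and 2. The log2 fold change between genotypes was -0.23 ± 0.22 (SE), which did not pass the edgeR test (adjusted p = 0.683). A small deletion need not alter the RNA level, so this value neither checks the labels nor measures the mutation. Across genes, the Pearson correlation of log2 CPM was 0.972 between the wild-type replicates, 0.970 between the mutant replicates and 0.953 to 0.960 between genotypes; genes are not independent replicates. The first principal component held 50.1% of the variance and separated the genotypes. Globin transcripts made up 7.77% and 10.8% of reads in wild-type replicates 1 and 2, and 4.54% and 3.19% in mutant replicates 1 and 2.

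The comparison of mutant with wild-type progenitors asked which transcripts differ when Tet2 lacks catalytic activity. Called higher in the mutants were 12 of 64 interferon-response genes (2 were called lower), 7 of 9 copies of ifi44 and 14 of 70 members of the mTORC1-linked metabolism list (1 lower). Called lower were 23 of 88 genes of mitosis, 12 of 33 B cell markers and 5 of 55 genes of heme synthesis and red cells. With an estimated correlation between genes 0 of 26 lists passed. That test rests on 1 residual degree of freedom and could hardly call any list. Estimated correlations reached 0.333 among the lists that passed with the preset 0.01, so their preset-correlation p-values may be too small. Of 17242 genes tested by edgeR with the replicate block, 639 were called, 311 higher and 328 lower in the mutants. DESeq2 with the replicate block called 223 genes and edgeR without the block called 258. All 3 fits called 190 genes, 90 of them higher and 100 lower.

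On simulated counts, 26.1% of the genes called by edgeR with the block were false, compared with 6.94% for DESeq2 with the block. The simulation held no difference between replicate numbers, so the shares in the real samples may differ. Genes called by all 3 fits are given first. Fits with a library left out had no replicate block. Their calls therefore compare with the 258 of edgeR without the block, not with the 639 of edgeR with it. Each of them called more genes than edgeR without the block on all libraries, so a call kept in them is a lax check. Without wild-type replicate 2, 412 genes were called, 188 of them higher, and without mutant replicate 2, 199 genes were called higher. Of 88 genes named by the rule fixed in advance, 71 were called by edgeR with the block, 51 by all 3 fits, and 40 by all 3 fits and with each of the 4 libraries left out in turn. Robust fitting did not call 7 of the 71, and the bias-adjusted fit, added after the data were seen, did not call 25.

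Several interferon-response genes rose in the mutant progenitors. The transcript of mxc, a member of the interferon-induced Mx family of GTPases, went from 1.77 ± 0.484 CPM in wild type to 31.0 ± 24.3 CPM in mutants (SD, n = 2 each, log2 fold change 3.95 ± 0.32, SE, edgeR adjusted p = 1.21e-10). The mxc value was 4.78 without mutant replicate 1 and 2.97 without mutant replicate 2. The guanylate-binding protein gene gbp1 rose by a log2 fold change of 2.15 ± 0.27 (edgeR adjusted p = 1.29e-06), but was not called by robust fitting (adjusted p = 0.167) or by the bias-adjusted fit (adjusted p = 0.0518). Its log2 fold change was 2.80 without mutant replicate 1 and 1.48 without mutant replicate 2. The gene of the interferon signal transducer stat1b rose by 1.61 ± 0.24 (edgeR adjusted p = 2.16e-05, and 0.0520 in the bias-adjusted fit), while its paralog stat1a had a log2 fold change of 0.29 (edgeR adjusted p = 0.584). IFITM10, now named ifitm1, belongs to a family of interferon-induced membrane proteins that restrict viruses, and it rose by 3.69 ± 0.33 (edgeR adjusted p = 2.03e-09). Each of these called genes was called by edgeR with and without the block and by DESeq2.

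In the interferon list as a whole, 12 of 64 tested members were called higher and 2 lower, against 14 and 3 when adjusted over the list alone. All 3 fits called 3 members higher and 0 lower, edgeR with the block gave 4 members lower at an unadjusted p under 0.05, and DESeq2 called 0 lower. The median log2 fold change was 0.40, and the list passed the camera test (adjusted p = 7.53e-10). It was not called with the correlation between genes estimated from the data (adjusted p = 0.885 with an estimated correlation). The study's own interferon genes had 7 of 15 called higher and 1 lower, against 8 and 1 when adjusted over the list alone (camera adjusted p = 5.12e-11, and adjusted p = 0.316 with an estimated correlation), which is not independent evidence because they were chosen on these samples. The called genes of that set included PFKP (1 of 2), a glycolytic enzyme, chosen here after its values were seen. Neutrophil markers were also higher in the same libraries, with a median log2 fold change of 0.60.

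Copies of ifi44, an interferon-induced gene present in many copies in the zebrafish genome, rose as well. Of 9 copies tested, 7 were called higher, 5 of them by all 3 fits. The copy si:dkey-79f11.10 (now ifi44a8) went from 1.60 ± 0.767 to 34.9 ± 26.8 CPM (SD, n = 2 each), a log2 fold change of 4.14 ± 0.37 (edgeR adjusted p = 1.69e-09), but was not called by robust fitting (adjusted p = 0.0997). The copy si:dkeyp-9d4.2 (ifi44a1) rose by 4.16 ± 0.44, si:ch211-197g15.7 (ifi44f4) by 2.63 ± 0.27 and zgc:153654 (ifi44c2) by 2.33 ± 0.32, with edgeR adjusted p of 5.14e-08, 4.23e-08 and 5.79e-06. The copy si:dkey-79f11.8 (ifi44a6) rose by 2.52, but had an edgeR adjusted p of 0.0855 without mutant replicate 2 and 0.341 with robust fitting. The most abundant copy, si:ch211-197g15.10 (ifi44f1), was at 66.1 ± 18.6 CPM in wild type and 49.5 ± 31.5 CPM in mutants (edgeR adjusted p = 0.165). It was called lower without mutant replicate 1 (log2 fold change -1.28, edgeR adjusted p = 5.07e-04). Leaving out 1 library moved several of these values. Without mutant replicates 1 and 2 they were 5.02 and 3.27 for ifi44a8, 5.05 and 3.19 for ifi44a1 and 3.31 and 1.67 for ifi44a6, and that of ifi44f4 was 2.02 without mutant replicate 2. Without wild-type replicate 1 the value of ifi44a8 was about as high as without mutant replicate 1, and it was 1.97 for ifi44f4 and 3.72 for ifi44a6. Without wild-type replicate 2 the value of ifi44f4 was 3.48. How reads shared between near-identical copies were counted is not given in the sources used here, so values of single copies are uncertain.

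**Figure D1:**
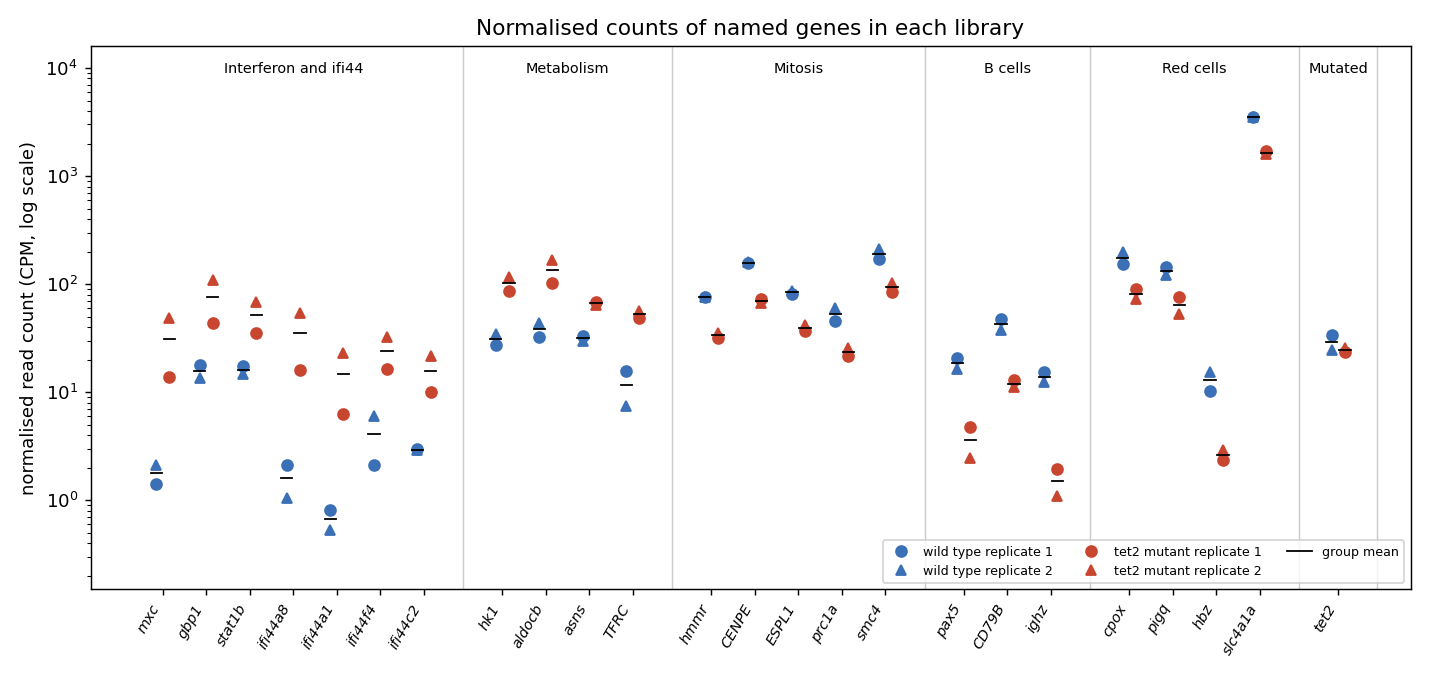
Normalised read count (CPM, log scale) of named genes in each of the 4 libraries, with circles for replicate 1, triangles for replicate 2, blue for wild type, red for tet2 mutant, and a black line at each group mean (n = 2). The mutant points of mxc lie above its wild-type points, those of hmmr and pax5 lie below, and those of tet2 lie close to the wild-type points.

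Genes of mitosis were lower in the mutant progenitors. Each of the 88 tested members of the mitosis and G2/M list had a negative log2 fold change, and the median was -0.84. The gene hmmr, which encodes a spindle-associated protein, fell from 75.8 ± 0.286 to 33.5 ± 2.2 CPM (SD, n = 2 each, log2 fold change -1.18 ± 0.20, SE, edgeR adjusted p = 1.92e-04). CENPE, a kinetochore motor, fell from 158 ± 2.01 to 69.8 ± 4.87 CPM (edgeR adjusted p = 5.23e-04). ESPL1, the separase that releases sister chromatids, fell from 83.8 ± 4.83 to 39.2 ± 3.46 CPM (edgeR adjusted p = 5.33e-04). In the list, 23 genes were called lower and 0 higher, and the same numbers passed when adjusted over the list alone. All 3 fits called 13 lower and 0 higher; at an unadjusted p under 0.05 edgeR had 78 lower and 0 higher, and DESeq2 called 0 higher.

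The mitosis list had the smallest p of the lists fixed in advance (camera adjusted p = 3.14e-45), but it was not called with an estimated correlation (adjusted p = 0.848 with an estimated correlation). The G2/M theme was reported by the study from these same samples, so this pass is not independent of the study. DNA replication and S phase genes had a median log2 fold change of -0.24, and 1 of 65 was called lower and 0 higher, also when adjusted over the list alone. That gene, TK1, encodes a thymidine kinase and had a log2 fold change of -1.48 (edgeR adjusted p = 0.00593), but neither DESeq2 nor edgeR without the block called it, and its edgeR adjusted p was 0.262 without wild-type replicate 2 and 0.273 without mutant replicate 1. At an unadjusted p under 0.05 edgeR had 2 replication genes higher and 16 lower. The camera call of this list (adjusted p = 0.00289, and adjusted p = 0.949 with an estimated correlation) was lost without wild-type replicate 2 (adjusted p = 0.326) and without mutant replicate 1 (adjusted p = 0.795). Of the study's genes for the G2/M checkpoint, 11 of 14 were called lower, and of those for E2F targets 6 of 7 were, with the same counts when adjusted over the list alone. Both sets passed the camera test (adjusted p = 3.77e-18 and 7.78e-11), each with adjusted p = 0.217 with an estimated correlation; chosen on these samples, they are not independent evidence. Red cell genes were lower in the same libraries, with a median log2 fold change of -0.63.

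Members of the mTORC1-linked metabolism list rose, among them the glycolytic enzyme genes hk1 and aldocb. The transcript of hk1, the hexokinase that starts glycolysis, went from 30.8 ± 5.12 to 101.6 ± 21.2 CPM (SD, n = 2 each, log2 fold change 1.72 ± 0.21, SE, edgeR adjusted p = 8.21e-07). The aldolase gene aldocb rose by 1.80 ± 0.22 (edgeR adjusted p = 6.54e-07). Asparagine synthetase, asns, rose by 1.08 ± 0.20 (edgeR adjusted p = 5.79e-04). TFRC (2 of 3), a transferrin receptor copy that takes up iron, rose from 11.6 ± 5.94 to 52.5 ± 5.75 CPM (edgeR adjusted p = 2.15e-07). A gene annotated as NAMPT (CU928083.1), an enzyme of NAD synthesis, rose by 1.41 ± 0.22 (edgeR adjusted p = 6.27e-05). By contrast slc3a2a, a subunit of amino acid transporters, fell with a log2 fold change of -1.45 (edgeR adjusted p = 2.25e-05), a gene chosen after its values were seen.

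In the mTORC1-linked metabolism list, 14 of 70 members were called higher and 1 lower, against 15 and 1 when adjusted over the list alone, and all 3 fits called 9 higher and 1 lower. The median log2 fold change was 0.60 (camera adjusted p = 4.63e-12, and adjusted p = 0.885 with an estimated correlation). The oxygen-sensing hydroxylase gene egln3 was called with the block (log2 fold change 1.36) but not without it (edgeR adjusted p = 0.142), and its edgeR adjusted p was 0.270 without wild-type replicate 1 and 0.174 without mutant replicate 2. Its log2 fold change was 0.71 without wild-type replicate 1 and 2.13 without wild-type replicate 2. The study's mTORC1 genes had 6 of 10 called higher, and its hypoxia genes had 7 of 10, with the same counts when adjusted over the list alone. Both passed the camera test (adjusted p = 9.11e-11 and 6.5e-15, and adjusted p = 0.217 and 0.224 with an estimated correlation), and neither set is independent evidence, since both were chosen on these samples. The unfolded protein response list had 2 of 35 members called higher and 1 lower, also when adjusted over the list alone, with a median of 0.30 (camera adjusted p = 8.22e-05, and adjusted p = 0.885 with an estimated correlation). Neutrophil markers were higher in the same libraries with a median of 0.60.

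Some genes of heme synthesis and of red cells were lower. The heme synthesis enzyme cpox fell from 175 ± 29.7 to 81.7 ± 11.6 CPM (SD, n = 2 each, log2 fold change -1.10 ± 0.23, SE, edgeR adjusted p = 0.0023). The gene pigq, which acts in the synthesis of membrane lipid anchors, fell from 133 ± 15.5 to 64.4 ± 16.9 CPM (edgeR adjusted p = 0.00153). The embryonic alpha-type globin gene hbz fell from 12.9 ± 3.64 to 2.62 ± 0.379 CPM (edgeR adjusted p = 8.12e-06). The red cell anion exchanger gene slc4a1a was at 3513 ± 1.77 CPM in wild type and 1646 ± 79.9 CPM in mutants, a log2 fold change of -1.09 ± 0.40. It was not called by edgeR (adjusted p = 0.119) but was called by DESeq2 (adjusted p = 2.78e-04), and by edgeR without wild-type replicate 1 (adjusted p = 0.0017) or 2 (adjusted p = 0.00591), though not without mutant replicate 1 (adjusted p = 0.267) or 2 (adjusted p = 0.563). The log2 fold change of cpox was -0.93 without wild-type replicate 2 and -0.97 without mutant replicate 2, short of the fold threshold, and its adjusted p was 0.0698 in the bias-adjusted fit. That of pigq was -0.95 without wild-type replicate 1 and -0.80 without mutant replicate 2, likewise not called.

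In the heme and red cell list, 5 of 55 members were called lower and 1 higher, against 6 and 1 when adjusted over the list alone. All 3 fits called 4 lower, and the member called higher was TFRC (2 of 3). The median log2 fold change was -0.63 (camera adjusted p = 2.24e-09, and adjusted p = 0.885 with an estimated correlation). Of 6 globin genes tested, 2 were called lower and 0 higher, against 3 and 0 when adjusted over the list alone (median -2.03, camera adjusted p = 1.63e-13, and adjusted p = 0.848 with an estimated correlation). Of these 6 genes, 0 were higher at an unadjusted edgeR p under 0.05, and DESeq2 called 0 higher. The list matched globins only by the symbols in the table. The globin share of reads was counted over 14 gene identifiers, matched by current symbols too. The median of the 6 genes therefore does not stand for all globins. The globin hbbe2 had a log2 fold change of -5.58 (edgeR adjusted p = 1.05e-06), but its counts of 3 and 839 in the mutant replicates differed widely, the log2 fold change ranged from -11.1 to -3.18 with 1 library left out, and it was not called by DESeq2 (adjusted p = 0.0713) by edgeR without the block (adjusted p = 0.0912) or by robust fitting (adjusted p = 0.671). The study's heme genes had 4 of 7 called lower, against 5 when adjusted over the list alone (camera adjusted p = 4.47e-09, and adjusted p = 0.224 with an estimated correlation), which is not independent evidence. B cell markers were lower in the same libraries, with a median of -0.71.

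Several B cell markers fell in the mutant progenitors. The B cell transcription factor gene pax5 fell from 18.6 ± 3.2 to 3.62 ± 1.68 CPM (SD, n = 2 each, log2 fold change -2.40 ± 0.29, SE, edgeR adjusted p = 5.55e-07). It lies 48 genes from tet2 in the gene order of the reference table, so a variant linked to the mutation is not excluded for it. CD79B, part of the B cell receptor, fell from 42.4 ± 7.34 to 12 ± 1.26 CPM (edgeR adjusted p = 6.47e-07), and the immunoglobulin heavy chain gene ighz fell from 13.9 ± 1.94 to 1.51 ± 0.608 CPM (edgeR adjusted p = 5.95e-08). In the list, 12 of 33 members were called lower and 0 higher, against 13 and 0 when adjusted over the list alone, and all 3 fits called 6 lower. At an unadjusted p under 0.05 edgeR had 17 lower and 0 higher, and DESeq2 called 0 higher. The median was -0.71 (camera adjusted p = 7.43e-15, and adjusted p = 0.848 with an estimated correlation). The list of IL2 and STAT5 signalling genes had 4 of 63 called higher and 5 lower, against 5 and 5 when adjusted over the list alone, with a median of 0.03 and a mean of -0.13 (camera adjusted p = 0.466, direction down). The study's genes for that pathway had 4 of 7 called lower, CD79B among them, also when adjusted over the list alone (camera adjusted p = 1.78e-05, and adjusted p = 0.224 with an estimated correlation), which is not independent evidence.

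Markers of myeloid cells moved in both directions. The neutrophil list had 3 of 34 members called higher and 0 lower, against 6 and 0 when adjusted over the list alone, with a median of 0.60 (camera adjusted p = 7.42e-05, and adjusted p = 0.885 with an estimated correlation). At an unadjusted p under 0.05 edgeR had 16 neutrophil markers higher and 2 lower, and DESeq2 called 0 lower; without mutant replicate 2 the camera adjusted p was 0.189. The lectin-like receptor gene illr4 rose from 1.75 ± 0.415 to 17.3 ± 9.87 CPM (SD, n = 2 each, edgeR adjusted p = 1.90e-07). The macrophage list had 5 of 45 called higher and 8 lower, against 7 and 8 when adjusted over the list alone, with a median of -0.08 (camera adjusted p = 0.916, and 0.0307 in the upward direction without wild-type replicate 1). In it the granulin gene grn2 rose from 16.5 ± 11.3 to 213 ± 111 CPM (edgeR adjusted p = 9.77e-09, but 0.543 and not called with robust fitting), and the galectin gene lgals9l1 rose by a log2 fold change of 2.27 ± 0.25 (edgeR adjusted p = 1.50e-07). MFAP4 (13 of 13), a copy of a family used to mark macrophages in zebrafish, fell with a log2 fold change of -3.21 ± 0.23, while MFAP4 (4 of 13) rose by 2.89 ± 0.40 (4.72 without wild-type replicate 1 and 1.98 without wild-type replicate 2). Without mutant replicates 1 and 2 the log2 fold change was 3.77 and 2.54 for illr4 and 2.87 and 1.65 for lgals9l1. That of grn2 was 3.68, and 4.63 without wild-type replicate 1 and 3.01 without mutant replicate 2. How reads of the near-identical MFAP4 copies were divided is not known, so their values are uncertain.

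Markers of stem cells, T cells, thrombocytes and granulocytes other than neutrophils did not pass the camera test as groups. Stem and progenitor markers had 1 of 38 called higher (fli1a) and 0 lower by edgeR with the block, 3 higher and 4 lower at an unadjusted p under 0.05, and 0 called in either direction by DESeq2 (median 0.02, mean -0.06, camera adjusted p = 0.900, direction down). The progenitor regulators cmyb and gfi1ab carry other symbols than the list holds and are not among these 38, as was seen after the values. The gene fli1a, a regulator of blood and endothelial development, had an edgeR adjusted p of 0.0688 without wild-type replicate 2 and 0.201 without mutant replicate 2. T cell and NK cell markers had 0 of 28 called by edgeR and 0 by DESeq2, with 1 higher and 1 lower at an unadjusted p under 0.05 (median -0.01, camera adjusted p = 0.900). Thrombocyte markers had 1 of 28 called higher and 2 lower (median 0.09, mean -0.05, camera adjusted p = 0.900, and 0.0228 without mutant replicate 2). The coagulation factor gene f5 rose from 27.7 ± 9.28 to 105.5 ± 31.5 CPM (SD, n = 2 each, edgeR adjusted p = 1.01e-07). Eosinophil and mast cell markers had 2 of 11 called lower and 0 higher, with 4 higher and 4 lower at an unadjusted edgeR p under 0.05 and 0 higher by DESeq2 (median -0.17, camera adjusted p = 0.594). In that list tph1b, an enzyme of serotonin synthesis, had 24 and 17 counts in the wild-type and 0 in both mutant libraries, at least 16.4-fold lower against a floor of 3 counts over the group. Counts adjusted over the list alone were the same in these 4 lists.

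Transcripts typical of neighbouring tissue were unevenly spread over the libraries. Kidney tubule and epithelium markers had 1 of 38 called lower and 0 higher by edgeR, also when adjusted over the list alone, and 5 higher and 3 lower at an unadjusted p under 0.05, while DESeq2 called 0 higher (median 0.47, camera adjusted p = 0.421). This list passed the camera test upwards without mutant replicate 2 (adjusted p = 1.69e-09) and downwards without mutant replicate 1 (adjusted p = 0.0147). The tubule sodium pump gene atp1a1a.4 had 82 and 38 counts in wild-type replicates 1 and 2, 349 in mutant replicate 1 and 24 in mutant replicate 2; it was chosen after its values were seen. The member called lower was agr2, a gene of secretory epithelia (log2 fold change -1.73 ± 0.30, SE, edgeR adjusted p = 1.91e-04). Endothelial and stromal markers had 0 of 33 called by edgeR and by DESeq2, and 1 higher and 3 lower at an unadjusted p under 0.05 (median -0.41, camera adjusted p = 0.421). Downwards, that list passed without wild-type replicate 2 (adjusted p = 0.00679) and without mutant replicate 1 (adjusted p = 0.0456). Skeletal muscle markers had 1 of 11 called lower and 0 higher by edgeR, 2 lower and 0 higher at an unadjusted p under 0.05, and 0 called by DESeq2 (median -0.27, camera adjusted p = 0.461). Both lists had the same counts when adjusted over the list alone.

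Genes that read, write or remove DNA methylation and genes of the polycomb complexes, which place repressive histone marks, did not pass the camera test as groups. Of 26 DNA methylation genes and 36 polycomb genes, 0 were called by edgeR over all genes, over the list alone or by DESeq2. At an unadjusted p under 0.05 edgeR had 3 methylation genes higher and 1 lower, and 1 polycomb gene higher and 3 lower. Their median log2 fold changes were -0.07 and -0.04 (camera adjusted p = 0.916 and 0.900). The methylation gene with the smallest p was dnmt4, a zebrafish DNA methyltransferase, at a log2 fold change of 0.78 ± 0.22 (edgeR adjusted p = 0.0251, under the fold threshold). The p53 target list had 1 of 34 called higher and 0 lower by edgeR, 3 higher and 4 lower at an unadjusted p under 0.05, and 0 called by DESeq2 (median -0.04, camera adjusted p = 0.916). Cholesterol synthesis genes had 1 of 31 called higher (cyp51) and 0 lower by edgeR, 4 higher and 2 lower at an unadjusted p under 0.05, and 0 called by DESeq2 (median 0.15, camera adjusted p = 0.225). Both lists had the same counts when adjusted over the list alone.

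Housekeeping groups showed small median changes. Genes of the mitochondrial respiratory chain had 2 of 93 called higher and 0 lower by edgeR over all genes and over the list alone, with 13 higher and 2 lower at an unadjusted p under 0.05 and 0 lower by DESeq2. The median was 0.23 (camera adjusted p = 7.31e-05, and adjusted p = 0.848 with an estimated correlation), and the camera adjusted p was 0.305 without wild-type replicate 1 and 0.147 without mutant replicate 2. The cytochrome c oxidase gene cox5aa had 0 and 1 counts in wild type and 42 and 37 in mutants, a ratio of 65.9 (95% counting interval 11.5 to 2635). Its log2 fold change of 5.75 was 4.70 without wild-type replicate 1 and 8.29 without wild-type replicate 2. The proteasome list had 0 of 36 called by edgeR over all genes, over the list alone or by DESeq2, with 5 higher and 0 lower at an unadjusted p under 0.05 (median 0.15, camera adjusted p = 0.0307, and adjusted p = 0.949 with an estimated correlation). With filterByExpr the list lost its camera call (adjusted p = 0.0722). Its camera adjusted p was 0.617 without wild-type replicate 1 and 0.911, in the downward direction, without mutant replicate 2. Ribosomal protein genes had 0 of 88 called by edgeR over all genes, over the list alone or by DESeq2, with 3 higher and 1 lower at an unadjusted p under 0.05 (median -0.13, camera adjusted p = 0.183). That list passed downwards without wild-type replicate 1 (adjusted p = 8.02e-11) and upwards without wild-type replicate 2 (adjusted p = 0.0163). Immediate early genes and others that respond to cell dissociation had 1 of 40 called higher and 2 lower by edgeR over all genes and over the list alone (median -0.0026, mean 0.02, camera adjusted p = 0.900, direction up). They passed downwards without wild-type replicate 1 (adjusted p = 0.00105) and upwards without wild-type replicate 2 (adjusted p = 0.00131).

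Several of the largest changes belonged to genes outside these groups. The S100 family gene s100a10a fell from 58.1 ± 12 to 5.79 ± 1.80 CPM (SD, n = 2 each, log2 fold change -3.33 ± 0.26, SE, edgeR adjusted p = 4.94e-11). REG1A, a C-type lectin gene, fell from 46.8 ± 2.32 to 6.06 ± 1.77 CPM (edgeR adjusted p = 1.40e-10), and the tight junction gene cldn15la fell from 16.3 ± 5.17 to 0.752 ± 0.341 CPM (edgeR adjusted p = 1.43e-09, log2 fold change -4.36, and -4.97 without mutant replicate 2). The gene rfesd, named for an iron-sulfur domain, had 356 and 248 counts in wild type and 0 and 2 in mutants, a ratio of 362 (95% counting interval 99.8 to 2996). Its log2 fold change of -8.31 was -7.48 without mutant replicate 1 and -11.3 without mutant replicate 2. The annexin gene anxa3b rose by a log2 fold change of 2.62 ± 0.25 (edgeR adjusted p = 4.26e-09), and shisa7 rose by 2.94 ± 0.29 (edgeR adjusted p = 8.72e-09). The gene irg1, whose enzyme makes itaconate in activated myeloid cells, had a log2 fold change of 2.52 ± 0.39, but this was 3.63 without mutant replicate 1 and 1.26 without mutant replicate 2, with an edgeR adjusted p of 0.315 in the latter. All of these except irg1 were called by all 3 fits and with each library left out in turn.

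**Figure D2:**
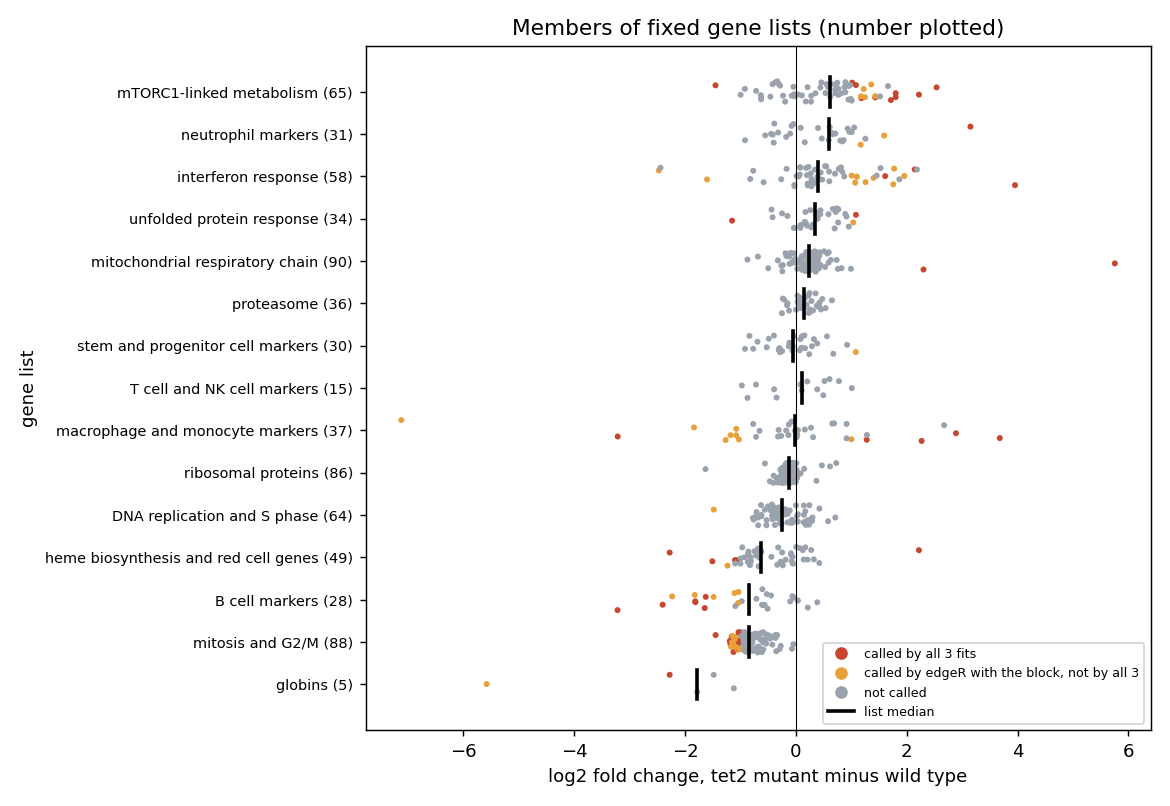
Log2 fold change (tet2 mutant minus wild type) of the members with a mean of at least 1 CPM of 15 gene lists, with each point a gene, its color showing whether it was called by all 3 fits, by edgeR with the replicate block but not by all 3, or not called, and a black line at the median. All 88 points of the mitosis list lie below 0.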

Values the study reported

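The study counted 105 genes with higher and 119 genes with lower expression in tet2 mutant progenitors at 4 months, using a log2 fold change above 1 in either direction and a q-value under 0.05. It described 4 zebrafish orthologs of ifi44l whose transcripts were raised between 5- and 19-fold in the mutants.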

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

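The bias-adjusted fit, the scaling without globins and the matching of lists by current symbols were chosen only after the data were seen. The number of called genes depended strongly on the fit. Without the replicate block edgeR called 258 genes (121 higher, 137 lower). DESeq2 called 223 (104 and 119), and 327 without the block (156 and 171). The bias-adjusted fit called 197 (89 and 108), and 188 without the block (86 and 102). TMM scaling without globins called 235 (108 and 127), and dropping the fold threshold gave 1022 (513 and 509). The other alternatives on all 4 libraries stayed within 1.5 times of the 639 calls, among them the older form of the quasi-likelihood fit, which is edgeR's default here and changed nothing. Leaving out 1 library at a time, fitted without the block because 3 libraries leave no residual degree of freedom beside it, gave 412 to 940 calls, 188 to 462 higher and 224 to 478 lower; the lone library of a genotype was assumed to vary like the other genotype. In each of these fits on all 4 libraries, the 639 genes kept their sign (599 of 599 with filterByExpr). In leave-one-out fits 634 to 636 of 636 did. These fits reuse the same libraries, and 626 of the 639 genes had mutant libraries that did not overlap the wild-type libraries. A kept sign was thus nearly fixed in advance and is little evidence. The prior degrees of freedom, whose part in this was not tested, were 30.7 in the fit with the block, 7.26 in scaling without globins, 9.83 without the block and 6.51 in the bias-adjusted fit. Of the 190 genes called by 3 fits, 184 were called with robust fitting, 172 in scaling without globins, 155 in the bias-adjusted fit and 171 to 183 in the leave-one-out fits.

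The labels do not say that a replicate number marks a shared batch. The differences between replicates of the 2 genotypes correlated at 0.0663 across genes, at 0.136 for genes with a mean of at least 1 CPM and at 0.0971 with a prior count of 5. The second principal component held 27% of the variance and placed replicate 1 below replicate 2 in both genotypes. Its values were -16.3 and 31.0 in wild-type and -46.6 and 31.9 in mutant replicates 1 and 2. With 4 libraries this does not show that the numbers pair the samples, and the block was used because the methods of the study use it. Without it 258 genes were called.

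Of 26 lists, camera called 11, and 0 with an estimated correlation and 0 with fry; leaving out 1 library gave 10 to 13. The camera direction of the proteasome list, which had passed, turned down without mutant replicate 2 (adjusted p = 0.911, range 4.91e-05 to 0.911 with 1 library left out). Lists that had not passed changed direction as follows (adjusted p). Without the block: dissociation 0.998 and macrophage 0.998. With filterByExpr: macrophage 0.865 and T and NK cell 0.984. With no filter: T and NK cell 0.914. By ranks: T and NK cell 0.986. With current symbols: macrophage 0.961 and T and NK cell 0.848. Without genes the study named: IL2 and STAT5 0.916. With 1 library left out, the adjusted p ranged from 0.00105 to 0.771 for dissociation, 0.295 to 0.917 for DNA methylation, 0.00679 to 0.911 for endothelial, 0.187 to 0.911 for IL2 and STAT5, 1.69e-09 to 0.334 for kidney tubule, 0.0307 to 0.771 for macrophage, 0.480 to 0.748 for p53, 8.02e-11 to 0.187 for ribosomal protein, 0.540 to 0.821 for stem cell, 0.258 to 0.911 for T and NK cell and 0.0228 to 0.490 for thrombocyte lists, with changes of direction. Among named genes that were not called, the log2 fold change turned for si:dkey-193b15.5 without wild-type replicate 1 (-0.07) and without mutant replicate 2 (-0.94, range -0.94 to 2.25 over the leave-one-out fits). It also turned without wild-type replicate 1 for nup107 (range -0.017 to 0.25) and s100a1 (-0.24 to 1.61), and without mutant replicate 2 for si:ch211-197g15.10 (-1.28 to 0.12) and caspa (-0.23 to 0.61). With all 4 libraries nup107 was at 0.13 (edgeR adjusted p = 0.836) and s100a1 at 0.53 (edgeR adjusted p = 0.911), the latter with at most 4 counts per library. The study's figure legends list NUP107 and S100A1 as downregulated. Which zebrafish copies it plotted was not established here. Over all alternatives, named genes kept direction and call in 1282 values, were no longer called in 170, were newly called in 16 and turned in 6; lists did so in 414, 44, 7 and 29. The 1282 values include 87 from the older form of the quasi-likelihood fit, which is the main fit itself. The cause of the changes was not tested.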

Other observations

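The tests of explanations given here were chosen only after the results were seen, except that of genes next to tet2. A family of interferon-induced genes that the interferon list did not match, because the table carries other symbols for it, was also higher. The 8 genes of the ifi27 family with a mean of at least 1 CPM, small interferon-induced proteins, had a median log2 fold change of 1.38. Of these, 4 were called higher and 0 lower by edgeR, and 3 higher by all 3 fits; no member had a negative log2 fold change. The members ifi27.4 (si:dkey-188i13.7) and ifi27.2 (zgc:152791) went from 9.02 ± 3.67 to 38.9 ± 13.7 CPM and from 14.2 ± 4.13 to 41.1 ± 2.75 CPM (SD, n = 2 each, edgeR adjusted p = 8.19e-08 and 1.09e-05). The class I antigen presentation genes mhc1uba and si:ch73-213j4.4 (mhc1uca) rose by log2 fold changes of 1.22 ± 0.22 and 1.28 ± 0.22 (edgeR adjusted p = 3.44e-04 and 1.95e-04). Without wild-type replicate 2 neither was called, at log2 fold changes of 0.99 and 0.97. Among class I genes of the U and Z groups, 3 of 8 were called higher and 2 lower. Transporter and tapasin genes of class I presentation were mixed. TAPBPL was called higher by edgeR with the block (log2 fold change 1.11), though not by all 3 fits. Not called were tap1 (0.07), tap2t (0.18), tapbp.1 (0.31), tapbp.2 (0.07) and tap2a (0.80). These genes were chosen after their values were seen, and reads shared between copies leave single values uncertain.

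The genes cmyb and gfi1ab, which the lists did not match by symbol, and the telomerase gene tert fell. The transcript of cmyb, a transcription factor of blood progenitors, went from 1608 ± 22.5 to 552 ± 79.2 CPM (SD, n = 2 each, log2 fold change -1.55 ± 0.34, SE, edgeR adjusted p = 0.00372), with an edgeR adjusted p of 0.0533 without mutant replicate 1. The telomerase gene tert went from 51.4 ± 15.2 to 13.6 ± 0.517 CPM (edgeR adjusted p = 4.87e-07), and gfi1ab, a repressor in blood formation, from 18.2 ± 1.68 to 5.75 ± 1.19 CPM (edgeR adjusted p = 5.73e-05). All 3 genes were called by all 3 fits and were chosen after their values were seen. They do not stand for progenitor genes as a group: the list of stem and progenitor markers had 1 of 38 called higher and 0 lower by edgeR, 3 higher and 4 lower at an unadjusted p under 0.05, and 0 called by DESeq2 (median 0.02, camera adjusted p = 0.900).

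EdgeR with the block called 311 genes higher and 328 lower at the thresholds of the study. Both are higher than the values quoted from the study above. DESeq2, the tool the study used, gave fewer calls. With the block it called 104 genes higher and 119 lower, close to the counts quoted from the study above. On simulated counts, which held no difference between replicate numbers, 26.1% of the genes called by edgeR with the block were false.

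Of the interferon-response genes 12 of 64 were called higher and 2 lower, with 7 of 9 ifi44 copies higher, and the interferon list did not pass with an estimated correlation (adjusted p = 0.885). Reads moved among the 9 tested ifi44 copies are argued against by their sum, with a mutant to wild-type ratio of 2.05. That sum was 99.97 and 70.2 CPM in wild-type and 145 and 203 CPM in mutant replicates 1 and 2. It does not cover reads drawn from copies that were not tested, or reads counted more than once. In the edgeR fit without mutant replicate 2, 5 of 9 copies (55.6%) were still called higher. That fit held a lone mutant library, and the study had reported ifi44 copies as raised in these samples. The share is therefore not independent evidence. It argues against a change in mutant replicate 2 alone only for the copies still called. For the interferon list, such a change cannot be told apart: without mutant replicate 2 the list still passed camera upwards (adjusted p = 0.00156), but the 49 members the study had not picked from these samples did not (adjusted p = 0.0658, direction up), and 2 of them were called higher (Fisher p = 0.117). More neutrophils cannot be told apart either. The median log2 fold change of the 66 members at a mean of at least 1 CPM, 0.46, differs from that of neutrophil markers, 0.59, by less than their SD of 0.81. The study sorted progenitors by light scatter, and the purity of the sorted cells is not given in the sources used here. An interferon response linked to the loss of Tet2 activity stays open beside these, and differences between the animals such as infection were not tested.

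Mitotic genes were lower in the mutants. If fewer cells in any phase of the cycle lowered both lists equally, replication genes would fall as far. Their median was -0.25 (SD 0.38) against -0.84 (SD 0.27) for mitotic genes at a mean of at least 1 CPM. Under that assumption this argues against fewer cycling cells as the whole cause. Whether such a loss would lower both lists equally was not tested. Fewer cells of the red cell lineage cannot be told apart from a change within cells, because the red cell genes had a median of -0.63 with an SD of 0.66, which spans the mitotic median. A different make-up of the sorted cells may thus contribute, and a biological change in mitosis stays open.

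Genes called between genotypes could include variants linked to tet2, carried with the mutation. Of the 200 tested genes nearest to tet2, 8 were called (4%), against 3.53% of the 13758 other placed genes (one-sided Fisher exact p = 0.411). The share near tet2 was thus close to that elsewhere, and 485 called genes were placed outside these 200. The test cannot decide the question, because fewer called genes were placed than it required. The values show only that most of the placed calls lay outside these 200 genes. Genes that were not placed are not covered. Of the 639 called genes 79.97% could be placed, under the 80% needed, and 35 of the 62 called genes with at most 3 reads in a genotype. Linked variants cannot be told apart from other causes for the 8 called genes near tet2, pax5 among them, or for genes that were not placed.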
